A study of Mus musculus with 8 samples. Its data were reported in "Silencing miR-146a-5p Protects against Injury-Induced Osteoarthritis in Mice" (2023).

How the data were processed

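MicroRNA sequencing (miRNA-seq) was performed by the study on primary murine articular chondrocytes, the cells of joint cartilage, taken from the femoral head and cultured with either vehicle or IL-1β (interleukin-1β, a proinflammatory cytokine that activates NF-κB) at 1 ng/ml for 24 h. A miRNA is a short RNA cut from one arm (5p or 3p) of a hairpin precursor. The sample labels gave 4 libraries per group, numbered 1 to 4, and these labels alone defined the groups. All 8 columns of counts in the deposited table were matched to a sample by name.

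The deposited table held raw counts of reads per mature miRNA for 1966 names, of which 1003 had at least 1 count in at least 1 library. According to the methods of the study, reads were trimmed with cutadapt, aligned to the mouse genome (mm10) with STAR at default parameters and counted with featureCounts. The methods named a GENCODE annotation, whereas the names in the table were in the style of miRBase, for which no release was stated. A correction for unwanted variation with RUVseq was also described, but the columns were whole numbers with differing totals and were treated as uncorrected counts. How reads that map to several places were counted, and whether strand was used, was not stated. This matters for miRNAs with near-identical copies. The table also listed a length for each name, and 29 names were longer than 30 nt because the lengths of several loci had been summed. These 29 names held 12.8% of all counts. The counts of miRNAs with several loci, and of relatives that differ by few bases such as miR-146a-5p and miR-146b-5p, are therefore uncertain. STAR at default parameters was designed for longer reads, and reads too short or too repetitive to place would be missing from the counts. Ligation and amplification during small RNA library preparation favor some sequences over others, so that counts of different miRNAs in a library are not proportional to their molar amounts. No molecular identifiers were described, so counting errors and floors cover counting error only.

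Library totals ranged from 616475 to 1568367 counts. A single count was worth 0.638 to 1.62 CPM (counts per 1000000 counts of the library), depending on the library, and the 3 counts compatible with an observed 0 were worth 1.91 to 4.87 CPM. In each of the 5 shallowest libraries, 1 count already exceeded 1 CPM.

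Differential abundance was tested with the quasi-likelihood test of edgeR 4.0.16 (robust fit, two-sided) in R 4.3.3, on the deposited counts, with library totals scaled by TMM (trimmed mean of M values, which corrects for differences in composition) and group as the only term. TMM factors ranged from 0.932 to 1.04. A miRNA was tested when it exceeded 1 CPM in at least 4 of the 8 libraries. It was called when its p-value adjusted by the Benjamini-Hochberg method was under 0.05 and its absolute log2 fold change over 0.3. These thresholds were given with the miRNA results of the study, whereas its methods stated a change of over 2-fold (absolute log2 fold change over 1). The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic. Values per library are normalized CPM, that is, CPM computed with the TMM-scaled library total. Adjusted p-values are from this edgeR test unless another test is named. Where single values were compared, an exact permutation test was used on the difference in means, for which 4 against 4 libraries give 70 arrangements and a smallest two-sided p of 0.0286. Correlations across miRNAs were tested with 100000 permutations. The separation of the groups was tested one-sided over the 35 splits of the 8 libraries into 4 and 4.

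The test was checked on simulated counts drawn from the means and library sizes of the 564 tested miRNAs, with 200 of them changed, in 10 simulations. It called 41.7% of miRNAs changed 1.5-fold and 50.9% of those changed 2-fold. For miRNAs with a mean of at least 50 counts these shares were 92.4% and 96.9%. The simulated libraries were drawn independently, with none set apart as IL-1β replicate 4 was in the data. The shares may therefore be too high for these data. Of all calls, 2.79% were unchanged miRNAs, and with nothing changed the mean number of calls was 0.3 per simulation. The arms of a hairpin were compared by the moderated t-test of limma 3.58.1 on the log2 ratio of the arms. Run over 57 simulated hairpins, this comparison called 86.5% of those with an arm changed 2-fold.

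The miRNAs named in the text were set by a rule: the miRNAs singled out by the study (miR-146a-5p and the arms of miR-222 and miR-210), the 5 largest rises and the 5 largest falls among those called, the 5 most abundant, and the tested members of a list of NF-κB-responsive miRNAs and of a list of cartilage miRNAs (miR-140 and miR-455). Any other miRNA is named with a statement that it was chosen after its values were seen. Lists of miRNAs typical of haematopoietic cells, muscle, endothelium, epithelium, and liver or serum were also written. The lists, the main tests and most alternatives were fixed before the data were examined.

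The alternatives were other scaling between libraries (median-of-ratios size factors, library totals only), other filters (none, or a mean of at least 10 counts), DESeq2 1.42.0, the replicate number as a block, 1 factor of unwanted variation estimated from the residuals, removal of the 3 most abundant miRNAs, removal of each library in turn, and other thresholds. Hairpin loci were taken from GENCODE release M21 (build GRCm38, the same as mm10), in which 1902 of the 1966 names were matched. The coordinates are those of the hairpin, 1-based. A hairpin inside a gene was placed in an exon when it overlapped an exon of any annotated transcript of that gene, coding or not, and otherwise in an intron. Pairs of libraries within a group differed by 4.67 to 81.6 times the chi-square per degree of freedom of counting noise, so no library was counted as a duplicate. The messenger RNA sequencing and the other experiments of the study were not analysed here. Python 3.11.15 with scipy 1.17.1 was used for the permutation tests.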

Results

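To identify miRNAs that respond to IL-1β in cartilage cells, miRNA abundance was compared between cultured mouse articular chondrocytes that received IL-1β (1 ng/ml for 24 h, n = 4 libraries) or vehicle (n = 4 libraries). The vehicle libraries, replicates 1 to 4, held 930139, 1514240, 1568367 and 633625 counts. The IL-1β libraries, replicates 1 to 4, held 616475, 1145577, 694999 and 856154 counts. Across the 8 libraries 7959576 counts were assigned to 1003 mature miRNAs.

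The libraries of both groups were first compared as a whole. The total was 1161593 ± 455392 counts (SD, n = 4) with vehicle and 828301 ± 233866 (SD, n = 4) with IL-1β, a difference within the spread between libraries (exact permutation test, two-sided p = 0.229, Benjamini-Hochberg adjusted over 3 tests 0.343). At over 1 CPM, 576.5 ± 37.5 miRNAs were detected with vehicle and 581 ± 31.2 with IL-1β (SD, n = 4, exact permutation p = 0.857). Because this number follows depth in libraries of this size, its direction was not fixed: counted at 1 count or more, 30.75 fewer miRNAs were detected with IL-1β (the difference was -30.75). The 10 most abundant miRNAs took 70.9% ± 0.236 of counts with vehicle and 70.01% ± 0.621 with IL-1β (SD, n = 4). This difference had the smallest p the exact permutation test can give (p = 0.0286) and an adjusted p of 0.0857, the lowest that 1 of 3 tests alone can reach.

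The abundance profiles of all 8 libraries were alike. Spearman correlations between pairs of libraries, computed across the 564 tested miRNAs, ranged from 0.932 to 0.962, with a mean of 0.947 within groups and 0.945 between groups. The mean distance between groups exceeded that within groups by 0.00220, and the groups did not separate (permutation over the 35 splits, one-sided p = 0.0571). With Pearson correlation in place of Spearman correlation the excess was 0.00131 and p was 0.0286, the smallest the splits allow. Without IL-1β replicate 2 the Spearman excess rose to 0.00580, with an exact permutation p of 0.0286. Across all miRNAs with at least 1 count it was 0.00187 (exact permutation p = 0.171), and without vehicle replicate 1 or 4 it was 0.000248 and 0.000228 (exact permutation p = 0.543 and 0.486), so the separation depended on the measure and on single libraries.

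Of 564 miRNAs tested, 11 were past the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05, absolute log2 fold change over 0.3), with 8 higher and 3 lower in IL-1β-treated cells. None had an absolute log2 fold change over 1 at this adjusted p, and 63 had an unadjusted p under 0.05. The alternative that moved the count most was a factor of unwanted variation in the model, with 29 miRNAs past the threshold. The count also depended on a single library. Without IL-1β replicate 4 it was 19, including all 11 of the main comparison, and the common biological coefficient of variation fell from 0.114 to 0.0657. Without vehicle replicate 4 it was 6, without vehicle replicate 2 it was 7, and without IL-1β replicate 3 it was 7. The number of falls was 1 without IL-1β replicate 1.

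**Figure D1:**
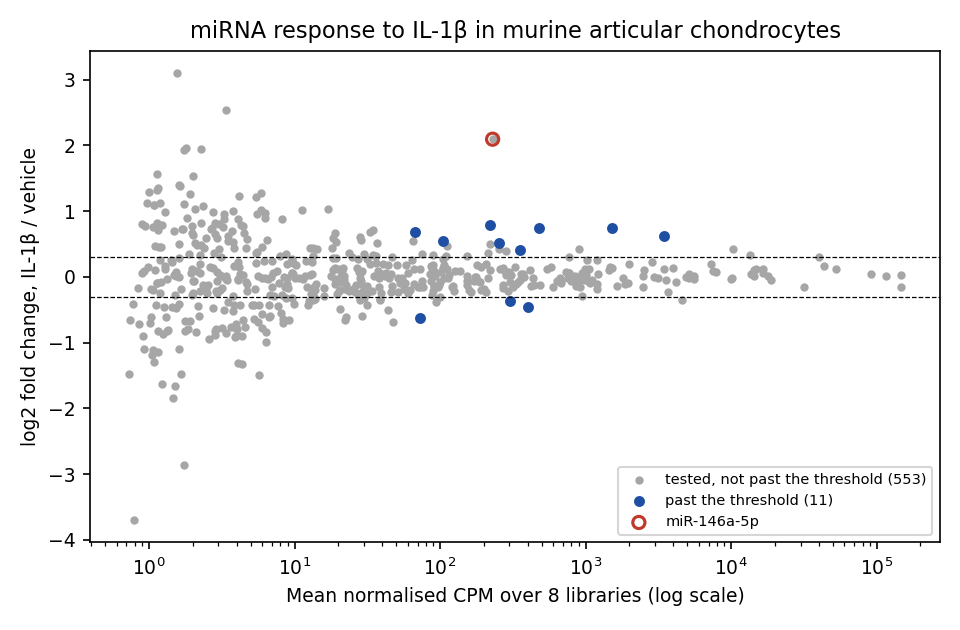
Log2 fold change (IL-1β over vehicle, edgeR) of the 564 tested miRNAs against mean normalized CPM over the 8 libraries on a log axis, with dashed lines at 0.3 and -0.3. The 11 miRNAs past the threshold are in blue, and miR-146a-5p (log2 fold change 2.09, adjusted p 0.184) is ringed in red.

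The study singled out miR-146a-5p, which is encoded by Mir146 on chromosome 11 (43374397 to 43374461, minus strand, GRCm38), outside the annotated genes on either strand. Its abundance in vehicle replicates 1 to 4 was 79.5, 98.1, 91.8 and 74.8 normalized CPM. In IL-1β replicates 1 to 4 it was 203, 201, 269 and 821 normalized CPM. The mean rose from 86.1 ± 10.8 to 373 ± 300.02 normalized CPM (SD, n = 4), a 4.34-fold ratio of means, and all 4 IL-1β libraries exceeded all 4 vehicle libraries. On the scale of log2(CPM + 1) the difference was 1.84 (exact permutation test, two-sided p = 0.0286, the smallest possible). In the edgeR model the log2 fold change was 2.09 (SE 0.562), with an unadjusted p of 0.00883. After Benjamini-Hochberg adjustment p was 0.184, so miR-146a-5p was not among the 11 miRNAs called. This outcome rested on IL-1β replicate 4. Without it, the ratio of means was 2.61, the log2 fold change was 1.33 and the edgeR adjusted p was 1.02e-08. DESeq2, the test that the study applied to batch-corrected counts, called miR-146a-5p here with all 8 libraries (log2 fold change 2.10, adjusted p 0.00188). Over the 16 alternatives the adjusted p ranged from 7.65e-16 to 0.448 and the log2 fold change from 1.33 to 2.28, and 3 of the 16 called it. The lowest p came with 1 factor of unwanted variation, which was estimated from the residuals of these same counts, so it may be too small.

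**Figure D2:**
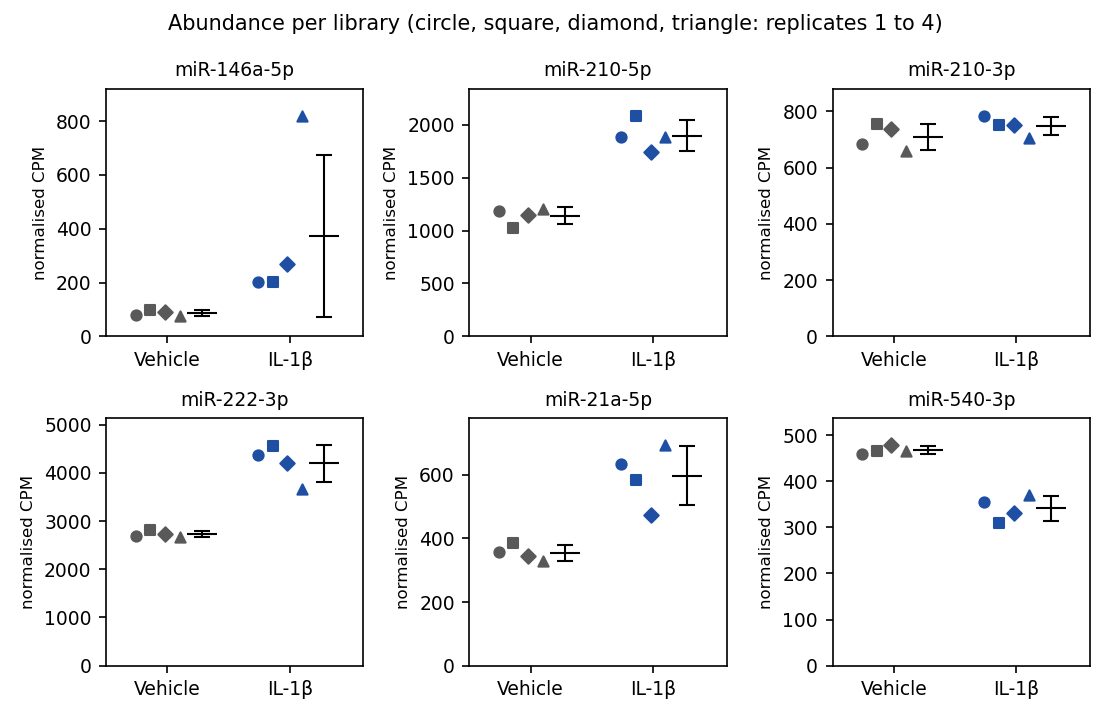
Normalized CPM (axis from 0) of 6 miRNAs in each vehicle and IL-1β library, with replicates 1 to 4 as circle, square, diamond and triangle, and bars for mean ± SD (n = 4). IL-1β replicate 4 lies at 821 for miR-146a-5p, against 201 to 269 in the other 3 IL-1β libraries, whereas the 4 libraries of each group lie together for miR-210-5p and miR-540-3p.

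Among the 8 rises, the 5 with the largest log2 fold change were miR-129-2-3p, miR-21a-5p, miR-210-5p, miR-365-2-5p and miR-222-3p. For miR-129-2-3p (Mir129-2, chromosome 2, 94241364 to 94241453, minus strand, in an intron of the long non-coding RNA gene Mir670hg), abundance rose from 162 ± 12.2 to 278 ± 24.6 normalized CPM (SD, n = 4), with a log2 fold change of 0.79 (SE 0.106, edgeR adjusted p = 2.46e-05). miR-21a-5p (Mir21a, chromosome 11, 86584067 to 86584158, minus strand, overlapping an exon of an annotated transcript of Vmp1) rose from 355 ± 24.4 to 597 ± 92.9 (SD, n = 4), with a log2 fold change of 0.75 (SE 0.105, edgeR adjusted p = 3.58e-05). miR-365-2-5p (Mir365-2, chromosome 11, 79726400 to 79726511, plus strand, outside annotated genes) rose from 51.2 ± 4.12 to 83.8 ± 17.3 (SD, n = 4), with a log2 fold change of 0.68 (SE 0.160, edgeR adjusted p = 0.0195). The latter call was lost without vehicle replicate 3 (0.67, adjusted p = 0.0616), vehicle replicate 4 (0.62, adjusted p = 0.0787) or IL-1β replicate 3 (0.67, adjusted p = 0.0516), within a range of 0.00102 to 0.0787 over its alternatives. The other 3 rises, named after their values were seen, were miR-877-3p, miR-6944-3p and miR-1249-3p, with log2 fold changes of 0.52, 0.55 and 0.40.

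miR-708-5p (Mir708, chromosome 7, 96249424 to 96249532, plus strand, in an intron of Tenm4) fell from 89.0 ± 9.39 to 57.6 ± 6.93 normalized CPM (SD, n = 4), with a log2 fold change of -0.63 (SE 0.145, edgeR adjusted p = 0.0170). miR-540-3p (Mir540, chromosome 12, 109586080 to 109586146, plus strand) fell from 468 ± 8.38 to 342 ± 26.9 (SD, n = 4), with a log2 fold change of -0.46 (SE 0.0912, edgeR adjusted p = 0.00467). miR-381-3p (Mir381, chromosome 12, 109726822 to 109726896, plus strand) fell from 342 ± 17.4 to 265 ± 7.33 (SD, n = 4), with a log2 fold change of -0.37 (SE 0.0932, edgeR adjusted p = 0.0323). Neither chromosome 12 hairpin lay in another annotated gene. Without vehicle replicate 2 or IL-1β replicate 1, miR-708-5p was no longer called (-0.59 and -0.57, adjusted p = 0.0709 and 0.0629, range over alternatives 0.00181 to 0.0709). For miR-381-3p the call was lost in 5 of the 8 fits that each left out a library (without vehicle replicate 1, 3 or 4, or IL-1β replicate 1 or 3), with an adjusted p of up to 0.126.

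The arms of miR-210 and miR-222, also named by the study, were examined separately. miR-210 (Mir210, chromosome 7, 141221384 to 141221493, minus strand) lay outside annotated genes. miR-210-5p rose from 1139 ± 81.0 to 1897 ± 143 normalized CPM (SD, n = 4), with a log2 fold change of 0.74 (SE 0.0859, edgeR adjusted p = 5.03e-06). The change of miR-210-3p, from 710 ± 45.7 to 749 ± 32.8 (SD, n = 4), was within the spread between libraries (log2 fold change 0.07, SE 0.0848, edgeR adjusted p = 0.794). miR-222 (Mir222, chromosome X, 19146893 to 19146971, minus strand) lay beside Mir221 (19146294 to 19146388). miR-222-3p rose from 2729 ± 68.2 to 4198 ± 385 (SD, n = 4), with a log2 fold change of 0.62 (SE 0.0842, edgeR adjusted p = 2.46e-05). miR-222-5p was scarce, with 7.93 ± 3.96 and 14.7 ± 4.84 normalized CPM (SD, n = 4), and was not called (log2 fold change 1.01, SE 0.360, edgeR adjusted p = 0.192). miR-210-5p, miR-222-3p, miR-129-2-3p, miR-21a-5p and miR-540-3p were called under all 16 alternatives.

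Because IL-1β acts through NF-κB, a list of NF-κB-responsive miRNAs was tested as a family. Of 28 members tested, 5 were past the threshold when adjusted over the list alone and 3 when adjusted over all 564 miRNAs. The 5 were miR-222-3p, miR-21a-5p, miR-365-2-5p, miR-146a-5p and miR-222-5p, of which the last pair had an adjusted p of 0.0421 over the list. Of the 5, 3 were arms of miRNAs that the study chose on these samples, so their presence on the list was not independent evidence, and 2 were not. The other arms of miR-365 did not share the rise of miR-365-2-5p. miR-365-3p, which has 2 hairpin loci, had a log2 fold change of 0.19. miR-365-1-5p was scarce, at 8.17 ± 0.935 and 5.27 ± 1.14 normalized CPM (SD, n = 4), with a log2 fold change of -0.61. For both, the edgeR p adjusted over the list was 0.263. Without vehicle replicate 1 the count over the list alone was 3. Members that were not past the threshold included miR-155-5p, at 55.7 ± 14.2 and 54.1 ± 4.32 normalized CPM (SD, n = 4, log2 fold change -0.03, edgeR adjusted p = 0.992), and miR-146b-5p, at 182 ± 34.5 and 262 ± 184 (SD, n = 4, log2 fold change 0.50, edgeR adjusted p = 0.757). The rise of miR-146b-5p came from IL-1β replicate 4, at 536 normalized CPM against 148 to 216 in the other 7 libraries, and its log2 fold change without that library was -0.14.

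The 5 most abundant miRNAs were miR-140-3p, miR-127-3p, miR-92a-3p, miR-181a-5p and miR-5099, and none of the 5 was called. Their log2 fold changes lay between -0.15 (miR-140-3p) and 0.12 (miR-5099), with edgeR adjusted p from 0.546 to 0.992. miR-92a-3p and miR-181a-5p each have 2 hairpin loci, so their counts cannot be assigned to one of them. miR-140 (Mir140, chromosome 8, 107551244 to 107551313, plus strand, overlapping an exon of an annotated transcript of Wwp2) gave 155137 ± 7341 normalized CPM of its 3p arm with vehicle and 139691 ± 9302 with IL-1β (SD, n = 4). The 5p arm of miR-140 was at 315 ± 19.96 and 272 ± 29.6 (SD, n = 4, log2 fold change -0.21, edgeR adjusted p = 0.440). miR-455-3p (Mir455, chromosome 4, 63256851 to 63256932, plus strand, in an intron of Col27a1) fell from 5194 ± 261 to 4065 ± 732 (SD, n = 4) and was not called (log2 fold change -0.35, SE 0.103, edgeR adjusted p = 0.0691). It was called in 4 of 16 alternatives, among them the fit without IL-1β replicate 2 (-0.47, adjusted p = 0.0150, range over alternatives 1.46e-05 to 0.306).

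The lists of miRNAs typical of other cells were used to ask whether the groups differed in cell mixture. Haematopoietic miRNAs took 0.00556% ± 0.000945 of counts with vehicle and 0.00359% ± 0.000850 with IL-1β (SD, n = 4, exact permutation p = 0.0286, adjusted over 5 lists 0.143). Liver or serum miRNAs took 0.00626% ± 0.000968 and 0.00875% ± 0.00166 (SD, n = 4, exact permutation p = 0.0571, adjusted 0.143). Epithelial miRNAs took 0.000176% ± 0.000140 and 0.000613% ± 0.000421 (SD, n = 4, exact permutation p = 0.0857, adjusted 0.143). Endothelial miRNAs had 8 counts in all (exact permutation p = 0.371, adjusted 0.464). Muscle miRNAs had 0 counts, which allows a share of up to 0.000191% in the deepest library and 0.000487% in the shallowest. As 1 of 5 lists alone cannot reach an adjusted p under 0.143, these tests could not rule out a difference in cell mixture. The haematopoietic share was lower in all 4 IL-1β libraries than in every vehicle library.

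The spread between libraries was uneven. For 195 miRNAs with a mean of at least 50 counts, the deviation of each library from the mean of the other 3 of its group was computed on the log2 scale. The SD of these deviations was 0.40 for IL-1β replicate 4, against 0.15 to 0.23 for the other 7 libraries. In IL-1β replicate 4, 29 miRNAs deviated by over 0.5, with 15 higher and 14 lower, whereas 1 to 10 did so in each of the other libraries.

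**Figure D3:**
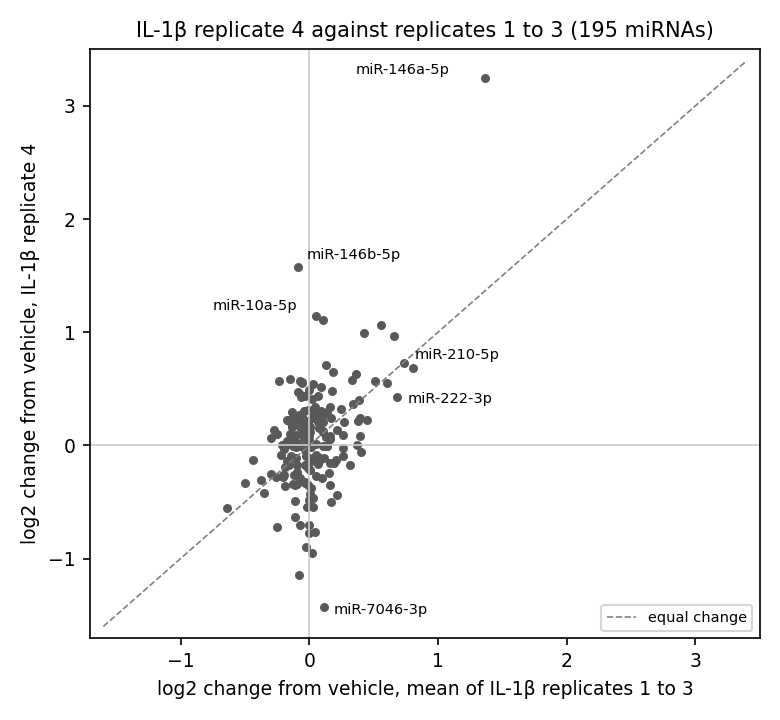
Log2 change from the vehicle mean in IL-1β replicate 4 against the mean log2 change in IL-1β replicates 1 to 3, for 195 miRNAs with a mean of at least 50 counts, each point a miRNA and the dashed line equal change. miR-146a-5p changed by 3.25 in replicate 4 and by 1.37 in replicates 1 to 3, and miR-146b-5p by 1.57 and -0.08.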

Values the study reported

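In the study, 23 miRNAs changed with IL-1β among 534 that were profiled. For miR-146a-5p the study gave a rise of nearly 4-fold. It also measured this miRNA by real-time qPCR in murine chondrocytes and reported a rise of similar size with IL-1β.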

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

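All tests in this part were chosen after the result was seen, except the correlation with the length of the miRNAs. In 5 of 100 groups of 4 libraries examined, one library lay far from the other 3, with a gap to its nearest neighbor that took most of the range of the group. Chance alone gives 5 such cases among 100. What was not spread evenly was the library: 3 of the 5 were IL-1β replicate 4.

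The 3 values of IL-1β replicate 4 were those of miR-146a-5p (821 normalized CPM against 201 to 269, gap 0.890 of the range), miR-146b-5p (536 against 150 to 194, gap 0.886) and miR-125b-5p (58673 against 37476 to 41063, gap 0.831). miR-125b-5p has 2 hairpin loci, on chromosomes 9 and 16, and was not called with or without this library (log2 fold change 0.30 and 0.13).

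Several technical explanations for the distance of IL-1β replicate 4 were examined. Its depth argued against a shortage of counts, since the 3 libraries with smaller totals deviated less, by an SD of at most 0.23 against 0.40 in replicate 4. Selection by fragment length could not set apart miRNAs of the same length, yet among the 105 miRNAs listed at 22 nt the SD of the deviations was 0.41, against 0.14 to 0.23 in the other 7 libraries, so length was not the whole cause. Counts taken from the rest by the 10 most abundant miRNAs were argued against, since these took 69.9% in replicate 4, within the 69.2% to 71.1% of the other libraries, where 78.8% would be needed to lower the rest by 0.5. Marker miRNAs of haematopoietic, muscle, endothelial or epithelial cells, which are only a part of the miRNAs of such cells, took 0.00397% of counts in replicate 4, within the 0.00292% to 0.00689% of the other libraries. Liver or serum miRNAs were highest in replicate 4, at 0.0110% against 0.00521% to 0.00892%, and all 5 lists together took 0.0150% of counts there, far below the 1% set as the level at which such cells could move abundant miRNAs. An exchange with a vehicle library was also argued against: of the 19 miRNAs called without replicate 4, 17 lay beyond all vehicle libraries on the IL-1β side in replicate 4, where chance gives 20%. A stronger response to IL-1β alone would have enlarged the changes of the other replicates, but 17 of the 29 miRNAs that set replicate 4 apart changed by less than 0.1 in replicates 1 to 3, as did 94 of all 195. A part played by length remained open, as the deviations had a Spearman correlation of 0.140 with length across 189 miRNAs (permutation p = 0.0556), and miRNAs are not independent replicates. Counts taken by another small set of miRNAs would shift the rest by a common factor, which does not change the interquartile range of the deviations. That range was 0.40 over the 195 miRNAs in replicate 4, against 0.16 to 0.29 in the other libraries. The excess was short of the 1.5-fold asked for, so this test did not decide and such a set remained open. The TMM factor was 0.932 against 0.985 to 1.04. Library chemistry acting on single sequences remained open as well. The deviations of the arms of 24 hairpins had a Spearman correlation of 0.365 (permutation p = 0.0793), too few hairpins to decide. A difference in the cells of that culture, in addition to the response, was not tested and may also contribute.

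For miR-146b-5p, whose sequence is close to that of miR-146a-5p, misassigned reads were considered. Had the excess in replicate 4 been a fixed share of miR-146a-5p reads, miR-146b-5p would have risen by 66.6 normalized CPM in replicates 1 to 3. The observed change there was -11.7 normalized CPM, so misassigned reads are unlikely to be the whole source.

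The remaining 2 cases were in the vehicle group. miR-455-3p was at 5585 normalized CPM in vehicle replicate 1 against 5053 to 5080 in the others (gap 0.949 of the range). Of the vehicle libraries, replicate 3 alone had counts in the endothelial list (0.000191% of counts, gap 1 of the range), a share equal to the floor of 3 counts in that library. Nothing in the design separates these libraries from the others of their group, and no biological explanation was tested.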

How the results depend on the processing

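All alternatives here were set before the data were examined, except those for the chromosome 12 cluster and for the cartilage list, which were chosen after seeing the data. The alternative for a table of normalized values (limma on log2 values) was not run, because the table held counts.

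The count of miRNAs past the threshold was 11 (8 higher, 3 lower). It was 29 (22 higher, 7 lower) with 1 factor of unwanted variation, whose weight was largest for IL-1β replicate 4 (0.823). It was 5 (4 higher, 1 lower) at an adjusted p under 0.01 and 0 (0 higher, 0 lower) at an absolute log2 fold change over 1. Without a filter, 5 falls were called in place of 3. Across the 8 fits that each left out a library, the count ranged from 6 to 19, with 4 to 15 rises and 1 to 4 falls, and the highest count was without IL-1β replicate 4. Median-of-ratios size factors (11), library totals only (9), no filter (14), a mean of at least 10 counts (12), DESeq2 (12), no minimum fold change (11) and removal of the 3 most abundant miRNAs (10) gave counts within 1.5 times of it. All 11 calls were shared by the size-factor, both filter, DESeq2 and unwanted-variation fits. With an unwanted factor the common biological coefficient of variation fell from 0.114 to 0.0602. As the factor was taken from the residuals of these same counts, this fall follows in part from its construction. The p-values of that fit may therefore be too small, and the cause of the larger count was not tested further. DESeq2 gave an adjusted p for 291 of the 564 miRNAs.

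The log2 fold change of miR-146a-5p (2.09, not called) was past the threshold with DESeq2 (2.10) and with 1 factor of unwanted variation (1.85). Leaving out each library gave 1.33 to 2.28, and only the fit without IL-1β replicate 4, the lowest of these, called it. In that fit the SE was 0.125, against 0.562 with all libraries. The other fits that left out a library had as few libraries and did not call it (edgeR adjusted p 0.170 to 0.448). Fewer libraries alone therefore do not account for that call. In the NF-κB list, 5 members were past the threshold when adjusted over the list alone, with 3 to 7 when each library was left out. The lowest was without vehicle replicate 1.

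The replicate number as a block gave 19 miRNAs past the threshold (14 higher, 5 lower), all 11 of the main comparison among them, and 3 in the NF-κB list. miR-455-3p was called with the block (-0.37) and the other named miRNAs changed no call outside the list. Deviations of same-numbered libraries from their group means correlated across 195 miRNAs with r of 0.17, -0.34, 0.10 and -0.18, which gave no sign of pairing. Neither the labels nor the study stated whether same-numbered cultures came from a common cell preparation, and these values cannot exclude it. The block fit is counted in the tallies over the 16 alternatives, the calls of miR-455-3p among them, but was not used otherwise.

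The separation of the groups was past the threshold with Pearson correlation (0.00131), and ranged from 0.000228 to 0.00580 when each library was left out, the highest and only one past the threshold without IL-1β replicate 2 (exact permutation p from 0.0286 to 0.543). Across all miRNAs with at least 1 count it was 0.00187 (exact permutation p = 0.171). The cause was not tested. The difference in miRNAs detected reversed to -30.75 when counted at 1 count or more. In the 5 shallowest libraries both definitions are the same, so it follows depth. It ranged from -6.5 to 22.7 when each library was left out. The differences in library totals, in the share of the 10 most abundant miRNAs and in the marker lists with counts kept their direction when each library was left out, where no test was run. For the 3 most abundant miRNAs the difference in share was -1.99 percentage points (exact permutation test, adjusted p 0.171), and without these 3 miRNAs the adjusted p of the lists stayed at 0.143 or above, the lowest that 1 list alone can reach.

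For the 41 named miRNAs other than miR-146a-5p, 642 alternative values were computed, of which 606 kept direction and call, 10 lost the call, 5 gained it and 21 changed direction. The changes of direction concerned 11 miRNAs, none of them called in the main comparison. Of these, miR-146b-5p was past the threshold with 1 factor of unwanted variation (0.31, adjusted p 0.0411, range over alternatives 0.0411 to 0.907). With library totals only, miR-127-3p was at -0.0034 and miR-92a-3p at -0.020. Without a filter miR-92a-3p was at -0.0080. When each library was left out, log2 fold changes ranged from -0.054 to 0.049 for miR-127-3p, -0.024 to 0.024 for miR-92a-3p, -0.0079 to 0.054 for miR-181a-5p, -0.10 to 0.085 for miR-132-3p, -0.16 to 0.44 for miR-132-5p, -0.14 to 0.67 for miR-146b-5p, -0.14 to 0.055 for miR-155-5p, -0.014 to 0.12 for miR-199a-5p, -0.35 to 0.58 for miR-212-5p, -0.49 to 0.049 for miR-224-5p and -0.39 to 0.055 for miR-34a-5p. The value of -0.14 for miR-146b-5p was that without IL-1β replicate 4. The cause of the other changes of direction was not tested.

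Depth limits the scarce miRNAs. In simulated data the test called 41.7% of all miRNAs changed 1.5-fold but 92.4% of those with a mean of at least 50 counts, so a missing call below that level says little. Above that level a missing call is not proof of no change either, as the simulation had no library like IL-1β replicate 4. miR-146a-5p lay above it and was not called, at a log2 fold change of 2.09.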

Other observations

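All tests in this part were chosen after the results were seen. No other split of the libraries gave as many calls: of the 35 splits of the 8 libraries into 4 and 4, 1 gave 11 or more miRNAs past the threshold, namely the real one, and the highest count in the others was 0. For the NF-κB list adjusted over the list alone, 1 of the 35 splits gave 5 or more, and the highest of the others gave 1.

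The number of calls here was 11. That is lower than the number of differentially expressed miRNAs quoted from the study above. The study tested with DESeq2 on batch-corrected counts, and DESeq2 without such a correction gave 12 calls here. With a factor of unwanted variation in edgeR, a correction the study also applied, the number of calls was 29. The number may therefore depend on how such a correction is made, for which the factors and controls used by the study were not known.

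The arms of miR-210 changed unequally. The ratio of miR-210-5p to miR-210-3p within a library was 1.61 ± 0.210 with vehicle and 2.54 ± 0.219 with IL-1β (SD, n = 4), higher in 4 of 4 libraries (exact permutation test, two-sided p = 0.0286, the smallest possible). No scaling between libraries changes this ratio. Both arms are listed at 22 nt, which argues against selection by length, and without IL-1β replicate 4 the log2 difference was 0.63 (adjusted p = 0.00162). In a scan of 57 hairpins with both arms measured, 2 had arm ratios that differed, miR-210 and miR-877. However, 2 of the 35 splits gave 2 such hairpins, the real one and another that put vehicle replicate 1 with IL-1β replicates 1, 3 and 4, so the number of hairpins does not exceed what other splits give. An unequal effect of IL-1β on the arms of miR-210 is therefore a hypothesis, and unequal capture of the arms during library preparation was not tested.

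miR-222-3p rose more than miR-221-3p of the same cluster. The ratio of the pair was 6.88 ± 0.226 with vehicle and 9.81 ± 1.15 with IL-1β (SD, n = 4, exact permutation p = 0.0286), and scaling between libraries cannot produce it. The log2 fold change of miR-221-3p was 0.11. Whether processing or stability of the pair differs was not tested.

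The summed share of the cartilage miRNAs (both arms of miR-140 and miR-455) was 16.2% ± 0.618 of counts with vehicle and 14.3% ± 1.33 with IL-1β (SD, n = 4, exact permutation p = 0.0286). This rested on the scaling. As shares of counts all 4 IL-1β libraries were below every vehicle library, but under TMM scaling 3 of 4 were, and the difference was -1.66 percentage points (exact permutation p = 0.0571), with -1.72 for median-of-ratios size factors (exact permutation p = 0.0571). IL-1β replicate 4 was lowest at 12.4%, and without it the difference in shares was -1.27 percentage points. The highest of replicates 1 to 3 was 15.3% against 15.6% in the lowest vehicle library, and 15.6% against 15.4% under TMM scaling, so the part of replicate 4 remained open. Other cells in place of cartilage cells are unlikely to explain it, since the marker miRNAs of the lists for other cells and serum together reached at most 0.0150% of counts in an IL-1β library. With the 3 most abundant miRNAs left out, miR-140-3p among them, the difference was -0.24 percentage points of the remaining counts. Cell types without a list here, and a loss of cartilage character under IL-1β, were not told apart. This test was not among those fixed before the data were examined.

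Of the 3 falls, miR-540-3p and miR-381-3p lie in the large miRNA cluster on chromosome 12 (109571990 to 109747960). Among its 28 members with a mean of at least 50 counts, the median log2 fold change was -0.094, with 20 lower and 8 higher (exact permutation p = 0.0286 on the median per library). As that test included the 2 members that had drawn attention to the cluster, it was repeated without them after its result was seen. Among the other 26 the median was -0.08, with 18 lower, 8 higher and an exact permutation p of 0.114. On the median per library of these 26, the difference was -0.057, with -0.083 for library totals only and -0.064 for median-of-ratios size factors (exact permutation p = 0.114 in each), and -0.077 to -0.040 when each library was left out. On all 28 members it was -0.077, with -0.10 for library totals only, -0.084 for median-of-ratios size factors and -0.094 to -0.057 when each library was left out. Whether the whole cluster fell slightly cannot be told apart from a change in a few members.

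Among the miRNAs that set IL-1β replicate 4 apart, named after their values were seen, were miR-10a-5p (1712 normalized CPM against 685 to 947 in the other 7 libraries), miR-10b-5p (18813 against 8166 to 10837) and miR-434-3p (20508 against 32348 to 33991).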
